A study of Mus musculus with 2 samples.

How the data were processed

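Yolk sacs of mouse embryos were dissociated and the cells tagged with CellPlex oligonucleotides, pooled and loaded on 10x chips, per the labels' protocols. The deposited matrices hold raw UMI counts per feature and cell, written by Cell Ranger 6.1.2 per the file headers, and are not normalized. There was 1 deposited matrix for each of 3 tagged samples, with 30970 gene rows and 6 tag rows. How cells were assigned to tagged samples, and the genome build and annotation, are not given in the sources used here. No barcode was found in more than 1 matrix. Of the gene identifiers, 30900 matched GENCODE M21 (GRCm38), which was used for positions, transcript length and GC content.

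Cells with at least 500 genes and at most 10% mitochondrial UMIs were used. Scrublet removed 9, 32 and 33 cells at its automatic thresholds, and 77 cells failed the filters. Counts were scaled to 10000 per cell and log-transformed in scanpy 1.11.5. Clustering used 2000 variable genes without any gene of the tested lists, 30 principal components, 15 neighbours and Leiden resolution 1. A cluster was named when at least 3 of a class's markers were among its 50 leading genes by fold and no other class had more markers among the leading 10. A cluster of low depth also needed a marker of its own class among the leading 10. This scoring rule was set after the clusters and their leading genes had been seen, while the marker genes were fixed beforehand. Cells failing it stayed unnamed: 91 cells led by Fgf3, Inka1 and Fermt3 and 62 led by Cyp26a1, Igfbp1 and Cited1. The named clusters with low depth (55 visceral endoderm-like and 23 mesoderm-like cells) were kept.

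Cells are not replicates, so raw counts were summed per tagged sample and class. Each class was compared with visceral endoderm-like cells in a fit of those 2 classes only, 3 sums each. The fit used edgeR 4.0.16 with trimmed mean of M-values scaling, filterByExpr, glmQLFit and glmQLFTest, two-sided, with Benjamini-Hochberg adjustment. Gene lists were tested with camera and fry in limma 3.58.1 on R 4.3.3. DESeq2 1.42.0 was an alternative. The sums of the 2 classes in a comparison come from the same tagged samples, so the numbers pair them. Deviations from the class means correlated across genes by 0.18, 0.19 and 0.04 for same-numbered mesoderm-like and visceral endoderm-like sums, where genes are not independent replicates. With 3 tagged samples per class, precision is limited by their number, and for Sp5 and Sp8 by counts.

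The named genes were fixed by rule before the data were examined. They were the list of cilium and Sp transcription factors, the 3 genes with the smallest p in each list in the mesoderm-like comparison, and 5 genes in each direction of that comparison. The last set had the largest log2 differences among genes past the threshold, at 20 or more CPM in the higher class and with a like direction in all 3 tagged samples. It excluded clustering genes, markers, and mitochondrial, ribosomal and unnamed genes. Sex-linked genes were a check of the tags. Cells were called by Xist with 4 or more Xist and at most 1 Y-linked UMI, or by Y-linked genes with 2 or more of those and at most 1 Xist UMI. These limits were set after the Xist and Y-linked counts per cell had been seen.

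The tests were tested on simulated data, with counts drawn for the real genes and 200 genes changed in each comparison. In the mesoderm-like simulation 187 changed genes passed the filter among 10164 run, 69.0% were recovered, and 11 unchanged genes were called. In the endothelium-like simulation 70.4% of 196 were recovered among 9977 run, with 8 false calls. In the erythroid-like simulation 79.5% of 195 were recovered among 10634 run, with 9 false calls. None of the 12 lists was called in any of the 3. Genes were drawn independently of each other, so this does not cover lists of correlated genes. Far fewer genes were changed than were called in the data, so scaling at that extent of change was not tested either.

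Alternatives covered the replicate block, DESeq2, other scalings, no low-count filter, a fit of all named classes, thinned sums, other cell filters, no doublet removal, Leiden resolutions of 0.5 and 2, equal cells per class, clustering genes left out, and each tagged sample left out. The fit of all named classes held only classes with at least 10 cells in each tagged sample. Trophoblast-like and parietal endoderm-like cells were therefore not in it. A further alternative left out the low-UMI clusters and was chosen after seeing the data, as was the Sp5 test that keeps the pairs. The reporter and rtTA transcripts were not analysed here.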

Results

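Single-cell RNA sequencing of mouse yolk sacs at stage E8.75 was used to compare ciliated cell types with the visceral endoderm lineage, which the design text describes as unciliated. The yolk sac is an extraembryonic tissue with an outer endoderm layer, an inner mesoderm layer, and blood and blood vessel cells between them. A primary cilium is a microtubule-based projection of the cell surface that is built by intraflagellar transport. All animals carried Ttr-Cre and a Cre-dependent rtTA-EGFP allele, so the design held a single genotype and no treated group. The 2 libraries of the series were a gene expression library and a tag library of the same pool. Cells of 3 yolk sac samples had been tagged with CellPlex oligonucleotides before pooling, and their counts were deposited separately. They are called tagged samples 1, 2 and 3 here (labelled Ctrl1, Ctrl2 and Ctrl3).

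The 3 tagged samples held 460, 651 and 706 cells, 1817 in all. Their gene counts summed to 22007477, 32890946 and 33114758 unique molecular identifiers (UMIs). Median depth was alike in the deposited cells, at 46849.5, 47786 and 45539 UMIs per cell. After filtering and removal of doublet calls, 434, 585 and 650 cells were kept. The leading tag was the same in 460 of 460, 651 of 651 and 705 of 706 cells.

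The sex-linked transcripts named beforehand as a check of the tags were read in each sample. Cells were called by Xist, or by the summed Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty. Xist cells made up 54.7% of called cells in tagged sample 1 (95% exact binomial interval 49.2 to 60.2). The share was 58.7% in tagged sample 2 (53.8 to 63.4) and 38.5% in tagged sample 3 (34.3 to 42.7). Each tagged sample thus held cells of both kinds, although the design text speaks of 3 embryos. The replicates below are therefore tagged samples, and the number of embryos behind each was not settled. These intervals, and those on pooled counts below, cover counting error only.

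**Figure D1:**
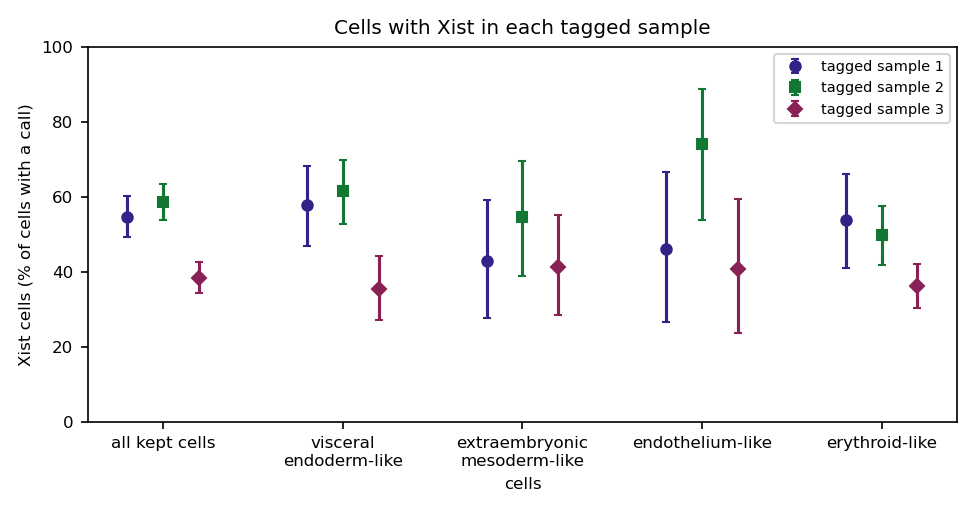
Share of cells with Xist (percent of cells called by Xist or Y-linked transcripts, vertical axis) over all kept cells and in 4 classes (horizontal axis), with a marker for each of the 3 tagged samples and bars for 95% exact binomial intervals. Over all kept cells the shares were 54.7%, 58.7% and 38.5%, and neither kind of cell was missing from any class.

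Clustering gave 13 clusters. Classes were named from marker genes fixed beforehand, with the genes of all tested lists kept out of clustering. Visceral endoderm-like cells made up 29.1% ± 4.72 of kept cells (SD, n = 3 tagged samples). Extraembryonic mesoderm-like cells made up 12.4% ± 1.48 and endothelium-like cells 8.13% ± 0.915. In percentage points, the erythroid-like share varied most, from 19.8% in tagged sample 1 to 50.2% in tagged sample 3 (35.3% ± 15.2). Of the cell filters, doublet removal and Leiden resolutions tried, Leiden resolution 0.5 moved it by the most percentage points, to 41.0%, which is within its spread between tagged samples. The mesoderm-like share moved beyond its spread, to between 9.50% at Leiden resolution 2 and 15.2% with no doublet removal. Trophoblast-like and parietal endoderm-like cells numbered 57 and 20, too few in some samples for a comparison, and 153 cells stayed unnamed. The design text does not list which classes it counts as ciliated, so 3 classes were each set against visceral endoderm-like cells.

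Counts were summed per tagged sample and class. The 3 visceral endoderm-like sums held 27403649 UMIs together, against 7001611 for mesoderm-like, 5168071 for endothelium-like and 30244394 for erythroid-like cells. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment at 0.05, 3555 genes were higher and 3569 lower in mesoderm-like than in visceral endoderm-like cells, of 10687 tested. The endothelium-like class had 3158 higher and 3363 lower genes of 10385. The erythroid-like class had 3974 higher and 4535 lower genes of 10862. Of the alternatives, thinning all sums to the smallest moved the total of each comparison most. The mesoderm-like total went from 7124 to 4865 and the endothelium-like total from 6521 to 3097. Scaling by library size alone moved the mesoderm-like split from 49.9% to 61.4% of calls higher, since it shifted the median of all tested genes by 0.21 log2 units. These classes were themselves defined by expression, and 1592 of the genes tested in the mesoderm-like comparison had been used for clustering.

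The series title concerns SP5 and SP8, so these transcription factor genes were examined first. In the GRCm38 reference with GENCODE M21 annotation, Sp5 (ENSMUSG00000075304) lies on chromosome 2 from 70474923 to 70477729. Sp8 (ENSMUSG00000048562) lies on chromosome 12 from 118846329 to 118852576. The build used by the authors is not given in the sources used here. Neither gene passed the low-count filter, so neither was tested in the planned fit.

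Sp5 gave 13 UMIs in mesoderm-like sums (5, 5 and 3 in the 3 tagged samples) and 9 in visceral endoderm-like sums (3, 2 and 4). In CPM, here counts scaled by library total, that was 1.88 ± 0.603 and 0.365 ± 0.179 (SD, n = 3). The pooled ratio was 5.65, with an exact counting interval of 2.24 to 14.99. That interval treats UMIs as independent. The mesoderm-like UMIs came from only 4, 3 and 1 cells in the 3 tagged samples, so it is too narrow. The visceral endoderm-like UMIs came from 3, 2 and 4 cells. By cells, without thinning, the pooled shares were 3.94% (1.72 to 7.62) and 1.88% (0.863 to 3.54), with overlapping intervals. The sums of the 2 classes are paired by tagged sample. A two-sided exact permutation test that keeps the pairs gave p = 0.25, the smallest possible with 3 pairs. Ignoring the pairs it gave p = 0.1 (exact), also the smallest possible. The pooled Sp5 UMI ratio depended on where the mesoderm-like class ended. At the finer Leiden resolution of 2, a cluster of 43 cells led by Myl7, Actc1, Ttn and Tnnt2 was no longer named mesoderm-like. The class then had 159 cells and 3 Sp5 UMIs, all in a single tagged sample, and its ratio to visceral endoderm-like cells was 1.71 (0.297 to 6.83). At this depth no difference in Sp5 was detectable in those remaining cells. Endothelium-like and erythroid-like sums held 1 Sp5 UMI each.

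Sp8 gave 1 UMI in mesoderm-like and 2 in visceral endoderm-like sums, both at or under the floor of 3 counts. No Sp8 UMI was found in the endothelium-like or erythroid-like sums, which allows up to 0.580 and 0.0992 CPM. With each cell thinned to 20000 UMIs, 4 of 169 mesoderm-like cells had an Sp5 UMI, against 3 of 430 visceral endoderm-like cells. None was found in 97 endothelium-like and 599 erythroid-like cells, which allows up to 3.09% and 0.501% of cells with a UMI at this depth and sets no limit on cells that express the gene. Thinning left out 34, 49, 37 and 24 cells of these classes in the same order. It was a random draw that was not repeated, so the thinned shares vary with the draw. Unthinned, 8 of 203 mesoderm-like, 9 of 479 visceral endoderm-like, 1 of 134 endothelium-like and 1 of 623 erythroid-like cells had an Sp5 UMI. Median depths of these 4 classes were 34224, 56393, 36229.5 and 46408 UMIs.

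Among the 20 genes of the list of cilium and Sp transcription factors, 7 passed the filter in the mesoderm-like comparison. Rfx3 was higher in mesoderm-like cells, by 3.72 log2 units (SE 0.43, edgeR adjusted p = 1.19e-05), in all 3 tagged samples, and by 2.14 with sums thinned to the smallest. Rfx7 was higher by 1.26 (SE 0.17, adjusted p = 4.59e-05). Sp2 was lower, at -1.26 (SE 0.31, adjusted p = 0.00369), but did not pass the threshold with sums thinned to the smallest (-0.88, adjusted p = 0.186, highest of a range from 2.37e-07). Sp3 was higher by 0.44 (adjusted p = 0.0106) and did not pass without tagged sample 2 (0.36, adjusted p = 0.0799) or without tagged sample 3 (0.39, adjusted p = 0.0915), nor with thinned sums (0.58, adjusted p = 0.0838) or no doublet removal (0.25, adjusted p = 0.0619). Its adjusted p over all alternatives began at 0.000957. Sp1, Sp4 and Rfx1 did not pass, but Sp1 passed with library size scaling (0.45, adjusted p = 0.0154), which moved the median of all genes by 0.21.

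The next comparison asked whether gene lists for cilium structure, fixed before the data were examined, were higher in each class than in visceral endoderm-like cells. All list tests used limma's camera with a preset inter-gene correlation of 0.01, two-sided, with adjustment over 36 tests. The union of the structural lists was higher in mesoderm-like cells, with a median log2 difference of 0.97 over 78 genes (adjusted p = 0.000461), and 72 of 78 genes were higher. By edgeR 55 were called higher and 3 lower, and the counts were the same when adjusted over the list alone. In endothelium-like cells the median was 0.54 over 73 genes and did not pass (adjusted p = 0.176). Among the alternatives this median passed with clustering genes left out (0.60, camera adjusted p = 0.0103) and under the rotation test fry (adjusted p = 0.000841). In erythroid-like cells it was 0.20 over 81 genes (adjusted p = 0.359), and moved to 0.33 without tagged sample 1, 0.01 with library size scaling and 0.38 with all named classes in 1 fit, without passing under any alternative. Whether the erythroid-like and mesoderm-like differences differ from each other was not tested. Library size scaling moved the mesoderm-like median most upward, to 1.18, and the median of all genes by 0.21. The mesoderm-like call also held under the rotation test fry (adjusted p = 0.00024), but not under camera with an estimated inter-gene correlation (adjusted p = 0.358), where no list passed in any comparison. Over all 20 alternatives its adjusted p ranged from 1.53e-07 to 0.358.

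Of the separate lists, intraflagellar transport had a median of 1.35 in mesoderm-like cells, with 27 of 28 genes higher (adjusted p = 0.00694). By edgeR 22 were called higher, and 23 when adjusted over the list alone. The medians for the transition zone, basal body and distal appendage, ciliary membrane, and BBSome lists were 0.76, 0.79, 1.15 and 0.59, the last 0.36 without tagged sample 1. None of these 4 passed under camera (adjusted p = 0.123, 0.0866, 0.110 and 0.614), while all 4 passed under fry. Centriole and centrosome genes had a median of 0.55 (adjusted p = 0.123), cilium disassembly genes 0.46 (adjusted p = 0.470), and the transcription factor list 0.24 (adjusted p = 0.614), or 0.39 without tagged sample 3. The S phase and the G2 and M phase lists had medians of 0.39 and 0.19 (adjusted p = 0.200 and 0.470), the latter 0.07 without tagged sample 2.

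**Figure D2:**
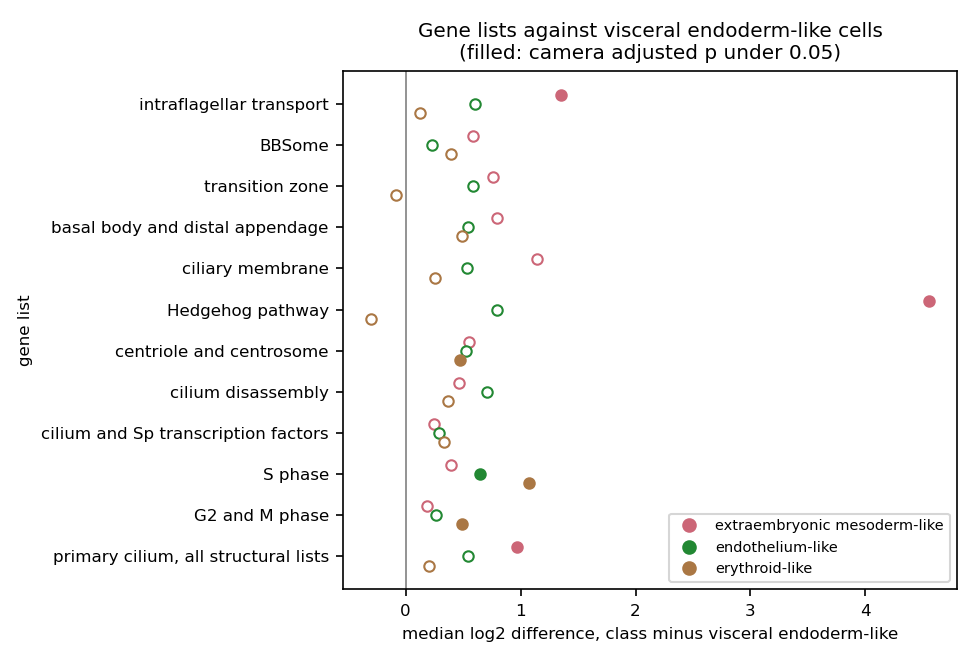
Median log2 difference from visceral endoderm-like cells (horizontal axis) of 12 gene lists (vertical axis) in 3 classes, 1 point per list and class. Filled points passed camera at an adjusted p under 0.05. The Hedgehog pathway list stands at 4.55 and intraflagellar transport at 1.35 in mesoderm-like cells.

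The leading structural genes by p were Rab34, Ift74 and Arl3. Rab34 was at 82.0 ± 3.21 CPM, scaled by trimmed mean of M-values, in mesoderm-like and 15.9 ± 1.93 in visceral endoderm-like sums (SD, n = 3), a log2 difference of 2.37. Ift74 was at 64.2 ± 7.99 and 9.39 ± 2.36, and Arl3 at 75.7 ± 4.82 and 24.5 ± 0.808. Bbs7 went the other way, at -1.55 (adjusted p = 4.53e-05). Ttc8 and Arl6 were higher by 2.05 and 0.93, but did not pass with sums thinned to the smallest.

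Outside the structural lists, the Hedgehog pathway list had the highest median, at 4.55 over 13 genes in mesoderm-like cells (adjusted p = 4.91e-06), with 11 genes called higher and 1 lower. Ptch1, on chromosome 13 from 63508328 to 63573598, was at 328 ± 19.5 CPM, scaled likewise, in mesoderm-like and 14.0 ± 1.97 in visceral endoderm-like sums. Smo was higher by 2.45 (adjusted p = 2.1e-08). Hhip had 302 UMIs in mesoderm-like and 1 in visceral endoderm-like sums, a pooled ratio of 1182 with an exact counting interval of 211 to 46839. The ratio was 479 (132 to 3972) with no doublet removal and 595 (106 to 23642) without tagged sample 2, and Hhip was at least 246-fold higher without tagged sample 3, with the floor of 3 counts taken over the class. The ligand gene Ihh, on chromosome 1 from 74945315 to 74951672, went the other way, with 2 UMIs in mesoderm-like and 914 in visceral endoderm-like sums. Its CPM was 0.263 ± 0.230 and 35.7 ± 7.06, and the pooled ratio of visceral endoderm-like to mesoderm-like was 117 (32.2 to 966). This ratio depended on doublet removal: without it, mesoderm-like sums held 47 Ihh UMIs and the ratio was 7.18 (5.36 to 9.84).

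**Figure D3:**
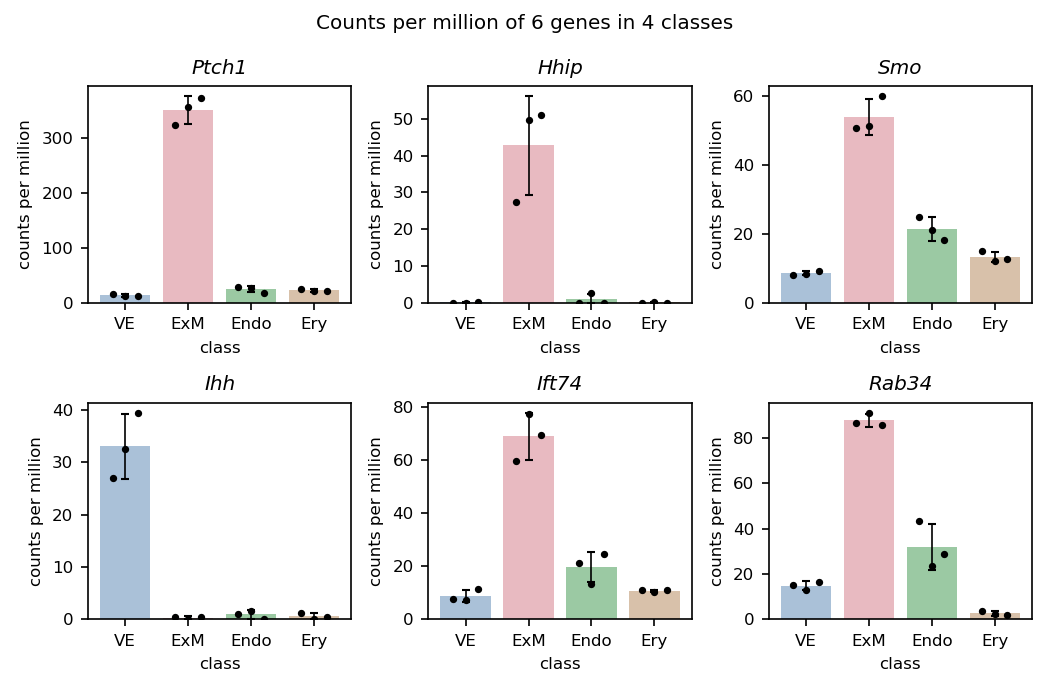
CPM by library total (vertical axes) of 6 genes in visceral endoderm-like (VE), extraembryonic mesoderm-like (ExM), endothelium-like (Endo) and erythroid-like (Ery) sums. Bars are means, error bars SD over 3 tagged samples, and points single samples. Ihh was highest in visceral endoderm-like sums, and the other 5 genes in mesoderm-like sums.

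In endothelium-like cells the S phase list passed, with a median of 0.64 (adjusted p = 0.0359), but not without tagged sample 2 (0.64, adjusted p = 0.0665). Its adjusted p ranged from 0.000124 to 0.536 over the alternatives. In erythroid-like cells S phase genes (1.07, adjusted p = 4.18e-06), G2 and M phase genes (0.49, adjusted p = 0.00547) and centriole and centrosome genes (0.48, adjusted p = 0.00909) passed. For several lists that did not pass, the median, mean and test differed in sign. The endothelium-like BBSome median was 0.23 with a mean of -0.06. In erythroid-like cells the BBSome, ciliary membrane and cilium disassembly medians were above 0 and their means below 0. The erythroid-like transition zone median was -0.09 with a mean of 0.03, and the Hedgehog median of -0.30 stood beside a camera direction of higher. Without tagged sample 2 these 2 medians were 0.04 and 0.31.

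The named-gene rule also gave the genes with the largest differences outside the clustering and marker genes. Besides Hhip, the genes higher in mesoderm-like cells were Crispld1, Lypd6, Hoxb6 and Cxxc4. They had 2, 3, 4 and 5 UMIs in visceral endoderm-like sums, so pooled count ratios are given in place of fitted differences. The ratios were 348 (95.02 to 2899), 256 (86.2 to 1251), 156 (59.6 to 578) and 149 (62.6 to 463). Besides Ihh, the genes higher in visceral endoderm-like cells were Muc13, Ppp1r14d, Slco4c1 and Bhmt2. They had 1, 3, 5 and 3 UMIs in mesoderm-like sums, and the ratios of visceral endoderm-like to mesoderm-like were 174 (31.1 to 6872), 70.9 (24.2 to 344), 60.3 (25.8 to 186) and 60.1 (20.5 to 292). With no doublet removal these 4 ratios were 7.84 (5.50 to 11.5), 12.2 (8.24 to 19.0), 11.04 (8.03 to 15.6) and 12.9 (8.27 to 21.2). Without tagged sample 1, mesoderm-like sums held no UMI of Muc13 or Ppp1r14d, which were at least 40.0-fold and 51.5-fold lower there with the floor taken over the class. The ratios of Slco4c1 and Bhmt2 were then 204 (36.4 to 8050) and 128 (22.8 to 5049), on 1 UMI each. Without tagged sample 2 the 4 ratios were 114 (20.3 to 4499), 39.4 (13.4 to 192), 39.7 (16.9 to 122.7) and 39.2 (13.3 to 191). Without tagged sample 3 that of Muc13 was 113 (20.1 to 4459). The Lypd6 ratio was 395 (69.6 to 15720) without tagged sample 2.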

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

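The tests of maternal cells, of 2 cells in 1 droplet and of free RNA, and the comparison of Xist shares by label shuffling, were chosen only after the result was seen, as was the number of classes as the measure of the aliquot test. The Xist and Y-linked transcripts lie outside the comparisons of the report. Cells with Xist made up 54.7%, 58.7% and 38.5% of called cells in the 3 tagged samples, a signal outside those comparisons. The samples held 179, 244 and 207 Xist cells and 148, 172 and 331 Y-linked cells, so each held cells of both kinds. Wrongly assigned tags are argued against, since in the 25% of cells with the highest share of their leading tag the less frequent kind still made up at least 36.1%. Maternal cells are argued against by Xist cells making up at least 35.3% of called visceral endoderm-like cells in each sample. Droplets with 2 cells are argued against because 2.26% of cells with 4 or more Xist UMIs also had 4 or more Y-linked UMIs. Free RNA is argued against because cells with 4 or more of both were 0.0931 times the number expected if the transcripts occurred independently. That the 3 tagged samples were aliquots of 1 cell mix is argued against too. In 3 of 4 classes counts differed between the samples by more than in all 100 label shuffles, as did class shares and Xist shares over all cells. In the mesoderm-like class the difference was within the shuffles, as 1 of 100 was as large, so a measure that needed all 4 classes to exceed the shuffles would have left this open. Differences in handling of the tubes would also move counts and class shares. A hypothesis that stays open is that each tag may have marked cells of more than 1 embryo. No biological explanation was tested, since the design names no sex. If it holds, the spread between tagged samples understates that between embryos.

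The mesoderm-like and endothelium-like classes were compared directly, because both were set against the same visceral endoderm-like sums. This comparison was not among the planned ones. The structural cilium lists together were higher in mesoderm-like cells, by a median of 0.43 over 68 genes (camera, adjusted p = 0.0271 over 12 lists). Intraflagellar transport genes were higher by 0.69 (adjusted p = 0.0395) and Hedgehog pathway genes by 3.13 (adjusted p = 3.25e-07). Depth of the sums is argued against for the structural lists, whose median was 0.46 with sums thinned to the smallest (0.4571, adjusted p = 0.0338). Expression level is argued against as well, since 0 of 10000 random lists matched on expression had a median as high. The thinned intraflagellar transport list did not pass (0.53, adjusted p = 0.0855), while the Hedgehog list did (3.06, adjusted p = 1.08e-06). The S phase list went the other way, at -0.20, with 6 of 20 genes higher, 0 called higher and 6 called lower. It was lower under fry (unadjusted p = 0.0448) but did not pass camera (adjusted p = 0.484). The G2 and M phase median was -0.08, with 1 gene called higher and 3 lower (fry, unadjusted p = 0.265). Fewer dividing mesoderm-like cells would lower these lists, so that explanation stays open for this contrast. Other technical explanations were not tested for it. Camera with an estimated inter-gene correlation, under which no list passed in the planned comparisons, was not run for it. Neither were the replicate block or fits without each tagged sample. A difference between cell types, which the design names, also stays open and may account for the higher lists.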

How the results depend on the processing

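The alternative without the low-UMI clusters was chosen only after the data were seen. Over the alternatives the number of genes past the threshold stayed within 1.5 times its value in the mesoderm-like comparison (4865 to 8345) and in the erythroid-like comparison (6674 to 9766). The endothelium-like number fell to 3097 with sums thinned to the smallest, 1532 higher and 1565 lower. Thinned sums hold fewer counts, but the fitted common dispersion also rose, from 0.0115 to 0.0628. In the mesoderm-like comparison it rose from 0.0101 to 0.0230. Calls lost with thinned sums are thus not explained by fewer counts alone, and the cause of the rise was not tested. Without each tagged sample in turn the totals were 5994 to 7038 for mesoderm-like, 5491 to 6570 for endothelium-like and 7511 to 8886 for erythroid-like cells. With the tagged sample as a block, which uses the pairing, they were 7187, 6483 and 8611. Library size scaling gave 61.4%, 56.3% and 38.9% of calls higher, against 49.9%, 48.4% and 46.7%, with medians of all genes at 0.21, 0.11 and -0.23.

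The structural cilium lists together stayed higher in mesoderm-like cells, from 0.84 with no doublet removal to 1.18 with library size scaling, and from 0.88 to 1.06 without each tagged sample. They passed the threshold under 19 of 20 alternatives. Under camera with an estimated correlation the medians are those of the planned test, but no list passed. That took the threshold from the mesoderm-like structural lists (0.97), intraflagellar transport (1.35) and Hedgehog pathway (4.55), from endothelium-like S phase (0.64), and from erythroid-like S phase (1.07), G2 and M phase (0.49) and centriole and centrosome genes (0.48).

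Fry, which asks whether a list differs from 0 and not from other genes, passed more lists at the same medians. In mesoderm-like cells these were BBSome 0.59, transition zone 0.76, basal body 0.79, ciliary membrane 1.15, centriole 0.55, disassembly 0.46, transcription factors 0.24, S phase 0.39 and G2 and M phase 0.19. Of these, BBSome was 0.36 without tagged sample 1, transcription factors 0.39 without tagged sample 3, and G2 and M phase 0.07 without tagged sample 2. In endothelium-like cells these were intraflagellar transport 0.61, transition zone 0.59, basal body 0.55, ciliary membrane 0.54, Hedgehog 0.79, centriole 0.52, disassembly 0.71, transcription factors 0.29, G2 and M phase 0.27 and the structural lists together 0.54. Of these, transition zone was 0.31 without tagged sample 1 and transcription factors 0.08 without tagged sample 3. In erythroid-like cells these were basal body 0.49, disassembly 0.37 and transcription factors 0.33.

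With clustering genes left out, which removes genes that differ by construction from the background, more lists passed. In mesoderm-like cells they were transition zone 0.79, basal body 0.82, ciliary membrane 1.18, centriole 0.58 and S phase 0.42. In endothelium-like cells they were basal body 0.60, centriole 0.58, disassembly 0.76, G2 and M phase 0.32 and the structural lists together 0.60. With no low-count filter mesoderm-like basal body (0.71) and endothelium-like centriole genes (0.48) passed, and the cause was not tested. Endothelium-like S phase did not pass with thinned sums (0.63) or no cell filter (0.66), and was at 0.63 to 0.64 without each tagged sample. Erythroid-like centriole genes did not pass with thinned sums (0.53).

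Directions reversed for lists that had not passed, and the cause was not tested. The endothelium-like transcription factor list was at -0.19 with thinned sums. In erythroid-like cells intraflagellar transport was at -0.063 with library size scaling, and with no low-count filter ciliary membrane was at -0.61 and transcription factors at -0.71. The erythroid-like transition zone list was at 0.074 with no low-count filter, 0.21 with all named classes in 1 fit, 0.25 with thinned sums, 0.048 with DESeq2 and -0.18 to 0.042 without each tagged sample (0.042 without tagged sample 2). The erythroid-like Hedgehog list was at 0.78, 0.76, 0.26 and 0.45 under the same alternatives in turn and at -0.36 to 0.31 without each tagged sample (0.31 without tagged sample 2). Rfx1, at -0.01 in mesoderm-like cells, was at 0.20 with library size scaling, 0.00079 with all named classes in 1 fit, 0.019 with clustering genes left out, 0.11 with equal cells per class, 0.034 with the strict cell filter, 0.021 with no cell filter, 0.070 with no doublet removal and -0.32 to 0.41 without each tagged sample (0.41 without tagged sample 3).

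Sp5 in mesoderm-like cells was at 0.624 CPM at Leiden resolution 2, against 1.88, and the log2 ratio to visceral endoderm-like cells was 0.77, against 2.499. The net 44 cells that left the class took 10 of its 13 Sp5 UMIs. Without each tagged sample the log2 ratio was 1.84 to 3.09. In visceral endoderm-like cells Sp5 was at 0.655 CPM with equal cells per class, where fewer cells were used. The mean share of mesoderm-like cells with Sp5, 2.40%, was 0.794% at Leiden resolution 2, 4.11% without thinning and 0 with thinning to 10000 UMIs. The visceral endoderm-like share, 0.656%, was 1.95% without thinning and also 0 with thinning to 10000 UMIs. It was 0.984%, 0.704% and 0.279% without tagged samples 1, 2 and 3 in turn. Thinning was an unrepeated random draw in each setting, so small changes in these shares are not interpretable. Of 163 mesoderm-like cells kept, 3 had an Sp5 UMI at Leiden resolution 0.5 and 5 with the low-UMI clusters left out. Sp5 could be tested with no low-count filter in edgeR (log2 difference 2.11, adjusted p = 0.0114) and in DESeq2 (2.19, adjusted p = 0.0482), both with the contractile-gene cells inside the class. The replicate block, other scalings, the fit of all classes, thinned sums and clustering genes left out gave no Sp5 or Sp8 value, since neither gene passed the filter. The mesoderm-like share of kept cells was 10.5% with no cell filter, 15.2% with no doublet removal and 9.50% at Leiden resolution 2, against 12.4%. Depth limits Sp5 and Sp8, since 13 and 9 Sp5 UMIs carry the comparison.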

Other observations

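The tests of dividing cells and of abundant transcripts, and both tests of Sp5, were chosen only after the results were seen. The higher structural cilium genes in mesoderm-like than in visceral endoderm-like cells were weighed against technical explanations. Depth is argued against by a median of 0.91 with sums thinned to the smallest (0.9089). None (0 of 10000) of the random lists matched on expression level had a median as high as 0.97. After the trends on transcript length and on GC content were removed, the medians were 0.87 (0.8673) and 0.89 (0.8879), above the upper ends, 0.23 and 0.24, of the central 95% of matched lists. Free RNA is argued against by 94.9% of the list's genes having more counts, relative to the total, in mesoderm-like cells than over all kept cells. Abundant visceral endoderm transcripts taking counts would shift all genes alike, but the list stood 0.97 (0.9689) above the median of all genes (camera adjusted p = 0.000461). With library size scaling, the shift of all genes was 0.21 and the list's median 1.18. Fewer dividing cells in the mesoderm-like class would lower the S phase and the G2 and M phase lists. The S phase median was 0.39 (0.3921), with 17 of 20 genes higher, 11 called higher and 2 lower, and it stayed between 0.31 and 0.60 over the alternatives. Fry, the limma test of a list against 0, set it higher (adjusted p = 0.00424). The G2 and M phase median was 0.19, with 12 of 20 genes higher, 9 called higher and 3 lower (fry adjusted p = 0.0429). It ranged from 0.07, without tagged sample 2, to 0.40 over the alternatives, so it adds little. The S phase list argues against fewer dividing cells. The measure of this test was changed 3 times after the values were seen: from the G2 and M phase list under fry, to the sign of its median, to camera, which left the question undecided, and then to the S phase list under fry. Camera, which compares a list with the other genes, passed neither list in the planned test (adjusted p = 0.200 and 0.470) or with an estimated correlation (0.653 and 0.812), but passed the S phase list with clustering genes left out (0.42, adjusted p = 0.0139). A difference between the cell types, which the design names, may underlie the pattern, as a hypothesis found and tested on the same data. The call of the structural lists did not hold under an estimated inter-gene correlation, where the adjusted p was 0.358.

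Of the 10 splits of the 6 sums in each comparison, 1 gave as many genes, the real split, for the mesoderm-like, the endothelium-like and the erythroid-like class alike. The sums are paired by tagged sample, and 4 of the 10 splits, the real one among them, part all 3 pairs, while the other 6 put both sums of a tagged sample on the same side. With 10 splits the share is never under 0.1, so chance cannot be excluded by this count. Each of the other splits gave 0 genes, against 7124, 6521 and 8509 for the real split. Those splits put sums of both classes on the same side, which raises the spread there, so their 0 genes say little about chance. The simulations made 11, 8 and 9 false calls in the same order. With clustering genes left out, 5942 of 9095, 5359 of 8800 and 7334 of 9461 genes passed in edgeR. The few false calls argue against noise of the simulated kind as the source of most calls, for classes taken as given. The classes were defined from the same cells, and leaving out the clustering genes does not remove that dependence. Chance is therefore not excluded.

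The excess of Sp5 in mesoderm-like cells was carried by few cells. Free RNA is argued against, since the ratio to erythroid-like cells was 56.2 and its counting interval began at 8.43 (8.435). That interval treats UMIs as independent, though several shared a cell, so it is too narrow. By cells, without thinning, the shares were 3.94% (1.72 to 7.62) in mesoderm-like and 0.16% (0.0041 to 0.891) in erythroid-like cells. The cells that left the mesoderm-like class at Leiden resolution 2 took 10 of the 13 Sp5 UMIs with them, 76.9%, while holding 23.5% of the class's UMIs. Their ratio to visceral endoderm-like cells was 18.5 (6.76 to 51.5), an interval that also treats UMIs as independent. Most of them formed the cluster led by Myl7, Actc1, Ttn and Tnnt2, which are contractile genes. At this resolution that cluster had 2 mesoderm markers among its 50 leading genes, under the minimum of 3. Whether its cells are yolk sac mesoderm was not settled, which also limits what the Sp5 values of the whole class mean. A candidate explanation is that the excess belongs to this subset and not to mesoderm-like cells at large. With 13 UMIs in all, and a subset found in the same data, this remains a hypothesis.

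A pair of clusters had few UMIs and few mitochondrial UMIs. They were 55 visceral endoderm-like cells with a median of 14659 UMIs and 23 mesoderm-like cells with a median of 7880. The former were led by Myl7, with Myl4 also among their leading genes. At Leiden resolution 0.5 a cluster of 80 cells with a median of 10368 UMIs, led by Myl7, Tdh and Myl4, was named visceral endoderm-like. With no cell filter a cluster of 23 cells with a median of 7880 UMIs stayed unnamed. The class of these cells is thus not settled. Nuclei without cytoplasm would be rich in the nuclear RNA Malat1, but its share of UMIs was 0.290 times that in the other mesoderm-like clusters and 0.532 times in the visceral endoderm-like ones. These are ratios of mean shares over 3 tagged samples (0.5317 for visceral endoderm-like). In single tagged samples the visceral endoderm-like shares were 0.220%, 0.0905% and 0.187%, against 0.313%, 0.298% and 0.323% in the other clusters. The share was lower in all 3 tagged samples in both classes, as it would be in cell fragments without a nucleus. The mean mitochondrial share was also lower than in the other clusters of each class. It was 0.516% against 2.58% in visceral endoderm-like cells, and 0.113% against 1.79% in mesoderm-like cells. That fall is part of the pattern itself and was not tested as a mark of fragments, so fragments remain a hypothesis.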
